A study of Mus musculus with 21 samples.

How the data were processed

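RNA of 12 cultured cell samples (1000 cells each) and 9 single mouse epiblasts was sequenced, and per the labels it was prepared as total RNA with the PicoPure kit. The deposited table holds raw counts per gene, unnormalised by its values (whole numbers whose totals differ between samples), for 33861 Ensembl mouse gene identifiers with symbols and 1 column per sample. The aligner, the counting program, the genome build and the annotation are stated neither in the labels nor in the file header, so no coordinates are given. Gene types and chromosomes were looked up by Ensembl identifier in GENCODE M21 (GRCm38), which held 16010 of the 16052 genes tested in cultured cells. No sequencing or library batch is given in the labels, and none could be modelled.

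Samples were grouped by their titles into FS (6 samples from 2 lines), AF, AFX, E5.0, E5.5 and E6.0 (3 samples each). The cultured replicates are passages of a line, so their spread is that between passages of the same cells and, for FS, between 2 lines. Passages of one line are not independent derivations, and FS against AF or AFX compares different lines. Epiblasts are separate embryos. AF and AFX share passage numbers and epiblast stages share embryo numbers, but the labels do not say that these pair the samples.

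Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr with the groups of the fit, libraries were scaled with TMM, dispersions and quasi-likelihood fits were robust, and two-sided quasi-likelihood F-tests were adjusted by Benjamini-Hochberg, with an adjusted p under 0.05 as the threshold. Cultured comparisons used the 12 cultured samples with both FS lines in one group (FS split by line for FS line 2 against line 1), epiblast comparisons the 9 epiblasts, and FS against epiblasts all 21 samples. Log2 fold changes are given with their SE, and CPM as mean with SD. The SE was taken as the absolute log2 fold change divided by the square root of the F statistic. It is therefore approximate, above all where a group has few counts. A gene is given a bound in place of a fold change where every sample of one group had at most 3 counts, and the bound is taken against 3 counts per sample. A value of 3 counts is 0.171 to 0.561 CPM, depending on the sample. Total counts per sample ran from 5827093 to 15916800. Intervals and floors cover counting error only.

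Genes are named by a rule with 2 parts: any gene of the marker lists, whatever its result, and in each comparison up to 3 rising and 3 falling genes with the largest log2 fold change among those past the threshold, with a mean of at least 10 CPM in the higher group and no overlap between the groups' samples. Genes of multigene families and pseudogenes are named only as uncertain. The 13 marker lists hold 142 genes and were written from general knowledge of the field. Which of their genes the text gives singly was decided after their values were seen. Of these lists 6 were tested with fry of limma 3.58.1 in the edgeR fit, adjusted over 24 results, and 5 more (retinoic acid targets, NODAL targets, visceral endoderm, extraembryonic ectoderm and feeder fibroblast) over 20 results. The sex-linked and imprinted lists are given as values per sample or per gene. The comparisons, tests, naming rule, lists and alternatives were chosen before the data were examined. The set tests of the 5 further lists, the lists compared between FS lines, the fits without 5 ribosomal RNA-like loci and the fit of AFX against AF with the FS lines as separate groups were added afterwards.

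Similarity to epiblast stages was the Pearson correlation of log2 CPM (prior count 2, TMM) with the mean profile of a stage, and the position of a sample along the line from the E5.0 mean to the E6.0 mean over the 500 genes with the smallest p for E6.0 against E5.0. Groups were compared by two-sided exact permutation tests (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3), adjusted over 12 tests. Figures were drawn with matplotlib 3.10.9. Alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter, a mean of at least 5 CPM, the 2 groups alone, each FS line alone or as a separate group, each sample left out in turn, a replicate block of passage or embryo number, camera with a preset correlation of 0.01, Spearman correlation, a prior count of 0.5, 500 stage genes for correlation, and 100 or 2000 genes for the axis.

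The steps were tested on simulated data with 200 genes changed. At 2-fold 48% and at 4-fold 79% of the changed genes were recovered in the design of FS against AF, 36% and 72% in AFX against AF, 34% and 69% in E6.0 against E5.0, and 44% and 74% in FS against E5.5. All recovered directions were right. False calls were 7 of 134, 1 of 109, 9 of 112 and 6 of 124 in the same order. The shares were above the nominal 5% for FS against AF at 5.22% and E6.0 against E5.0 at 8.04%. Each design was simulated once, so these shares cannot decide whether a design exceeds it. The 200 changed genes are fewer than passed in the real comparisons, so the recovered shares need not carry over. Of 100 random gene sets, fry gave a p under 0.05 to 8, 5, 7 and 9, and camera to 2, 2, 4 and 1.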

Results

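Gene expression was measured by RNA sequencing in 21 mouse samples: 12 samples of cultured pluripotent cells and 9 single epiblasts. Cultured samples held 1000 cells each. FS cells, which the labels describe as formative stem cells, were kept in a medium the labels call A3XR and came from 2 lines with 3 passages each: line 1 at passages 10, 11 and 18 and line 2 at passages 12, 13 and 16. AF and AFX cells carry E14 in their sample descriptions, the name of a mouse embryonic stem cell line, are labelled EpiSCs (epiblast stem cells), and were kept in media that carry the groups' own names. Each of these groups was collected at passages 14, 15 and 16. The embryonic samples were 3 epiblasts each from embryonic days 5.0, 5.5 and 6.0 (E5.0, E5.5 and E6.0). The oldest stage is E6.0 in the sample titles and 6.5 in another label field, and is called E6.0 throughout. The E5.0 embryos are numbered 1, 2 and 4, and the embryos of the other stages 1 to 3.

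Total counts per sample ran from 7753188 to 15916800 in FS, from 7768822 to 10960885 in AF, from 7703118 to 13965234 in AFX, from 5827093 to 9391906 at E5.0, from 9510145 to 11740260 at E5.5 and from 7847469 to 13006656 at E6.0. Of 33861 genes in the table, a mean of 16521 ± 747 (SD, n = 6) had at least 5 counts in an FS sample, against 14791 ± 523 (n = 3) at E5.0. The 5 loci of ribosomal RNA type took 22.1% ± 1.79 of the counts in FS (n = 6) and 27.4% ± 3.85 at E5.0 (n = 3), with the other groups between these means. All 21 pairs of samples within a group or FS line differed by more than counting error, with a chi-square per degree of freedom of 5.19 to 32.2, so none was a repeat of the same library.

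The first principal component of log2 CPM (counts scaled to a common library total) held 42.97% of the variance and parted cultured samples from epiblasts. The second held 11.7% and separated FS from AF, with AFX between them. On the first component the E5.0, E5.5 and E6.0 epiblasts lay in the order of their age.

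**Figure D1:**
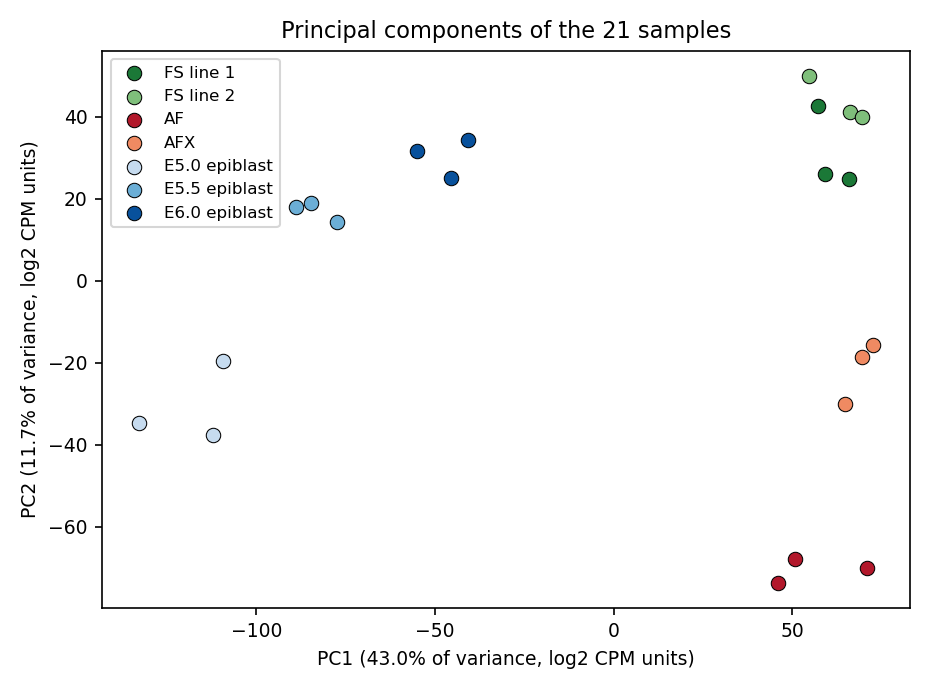
Each point is 1 of the 21 samples on the first (42.97% of variance) and second (11.7%) principal components of log2 CPM. Cultured samples lie at 46.0 or above on the first component and epiblasts at -40.8 or below.

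The comparison of FS with AF cells asks how cells kept as formative stem cells differ from epiblast stem cells. Cell line and medium differ together here. Of 16052 genes tested, 3126 had an adjusted p under 0.05 (edgeR quasi-likelihood test, two-sided), 1422 higher and 1704 lower in FS, and 1784 of the 3126 changed at least 2-fold. The alternative that moved this count most was FS line 1 alone, which gave 2172 genes. Among the genes with the largest changes, Gm2564 (ENSMUSG00000091938) was at 11.4 ± 2.52 CPM (SD, n = 6) in FS with no count in the 3 AF samples, at least 37.1-fold higher (adjusted p 2.96e-06). Of the alternatives, the DESeq2 Wald test moved its fitted log2 change most, to 9.25 from 10.01. Hprt (ENSMUSG00000025630) was at 67.8 ± 9.54 CPM in FS and 0.360 ± 0.257 in AF, a log2 fold change of 7.49 ± 0.35 (SE, adjusted p 2.75e-09). Insig1 (ENSMUSG00000045294) was at 0.0914 ± 0.127 CPM in FS and 43.8 ± 7.41 in AF, a log2 fold change of -8.82 ± 0.35 (adjusted p 6.46e-10). Gbp2b (ENSMUSG00000040264) was at least 88.5-fold lower and Pga5 (ENSMUSG00000024738) at least 92.2-fold lower in FS. Pga5 varied among AF samples, at 55.2 CPM at passage 15 and 11.4 and 8.41 CPM at the other passages. Without AF passage 15 its AF mean was 9.89 CPM in place of 24.9995, and its fitted log2 change -7.97 in place of -9.30. The ribosomal RNA locus Gm24312 (ENSMUSG00000093852) (at least 69.3-fold higher) and Gbp2b, a member of a multigene family, are uncertain because reads can be shared with copies. Whether Gm2564 shares reads with copies was not tested.

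Between FS and AFX, 1397 of 16052 genes had an adjusted p under 0.05, 607 higher and 790 lower in FS, and 749 changed at least 2-fold. Without AFX passage 15 the count was 830, and without AFX passage 16 it was 820. Ccl19 (ENSMUSG00000071005) was at 11.99 ± 2.32 CPM (n = 6) in FS with no count in the 3 AFX samples, at least 43.5-fold higher (adjusted p 3.42e-06), and Gm2564 was at least 41.4-fold higher. Ccl19 belongs to a multigene family and is uncertain. Insig1 was again low in FS against 96.9 ± 13.8 CPM in AFX, a log2 fold change of -9.97 ± 0.35 (adjusted p 1.71e-10). Hprt, chosen here after its values were seen, was higher in FS by 6.80 ± 0.32 on the log2 scale (adjusted p 3.09e-09). The other genes picked by size of change were Gm24312, the antisense gene Gm43803 (ENSMUSG00000104968) (at least 48.8-fold lower) and the processed pseudogene Ftl1-ps2 (ENSMUSG00000096755) (at least 47.7-fold lower), all uncertain because the counting could split or misassign their reads.

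AFX and AF cells share a line name and passage numbers and differ in medium. The replicates of each are passages, so any other difference between the AF and AFX cultures goes together with medium here. Between them 1401 of 16052 genes had an adjusted p under 0.05, 691 higher and 710 lower in AFX, and 815 changed at least 2-fold. Without AFX passage 14 the count was 922, and without AFX passage 15 it was 732. With the FS lines as separate groups in the fit, chosen after seeing the data, it was 1859. Sycp3 (ENSMUSG00000020059) was at 20.8 ± 15.9 CPM (n = 3) in AFX and at least 67.8-fold higher than in AF (adjusted p 0.00414). Without AFX passage 14 its AFX mean was 11.7 CPM and its fitted log2 change 5.38 in place of 6.22. Ccdc177 (ENSMUSG00000062961) was higher by 5.498 ± 0.57 and Rnf17 (ENSMUSG00000000365) by 4.59 ± 0.92 on the log2 scale, the latter at 4.23 and no longer past the threshold without AF passage 15. Penk (ENSMUSG00000045573) was at 57.7 ± 4.65 CPM in AF and 0.258 ± 0.314 in AFX, a log2 fold change of -7.49 ± 0.53 (adjusted p 7.82e-06). Col11a1 (ENSMUSG00000027966), without a count in AFX, was at least 58.2-fold lower, and Pga5 fell by 6.68 ± 1.01 on the log2 scale. Pga5 moved with single samples, to -11.13 without AFX passage 16 and -5.36 without AF passage 15.

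Lists of known marker genes were tested with fry, limma's rotation set test (two-sided), with adjustment over the 24 results of 6 lists in 4 comparisons. In FS against AF the 6 tested naive pluripotency genes were all lower, with a median log2 fold change of -2.40 (adjusted p 8.59e-05). All 6 were past the threshold over all genes, and 6 when adjusted over the list alone. Most naive genes were low in AF too, where the highest means of the list were 30.2 CPM for Klf5 and 9.58 CPM for Tfcp2l1. The alternative that moved this median most was leaving out AF passage 16, which gave -2.89. Of 13 primitive streak genes 12 were lower, with a median of -3.42 (adjusted p 0.00554). There were 8 past the threshold over all genes and 11 adjusted over the list alone. Without passage 10 of FS line 1 the streak median was -5.37. No other list passed in this comparison. The medians were -0.03 for general pluripotency (adjusted p 0.211), 0.22 for formative genes (0.147), 1.03 for neural genes (0.764) and -0.39 for WNT targets (0.100). The neural median was 0.79 with 1 gene held at its bound and 0.50 without passage 11 of FS line 1. The WNT median passed the threshold at -0.73 without AF passage 15 and at -0.54 without passage 10 of FS line 1, and was -0.24 without passage 13 of FS line 2. The general pluripotency median changed sign in 4 of the fits that each left out one sample, reaching 0.05 without AF passage 16.

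In FS against AFX none of the 6 lists passed the threshold. Medians were -0.42 for naive genes (adjusted p 0.147), -0.97 for primitive streak (0.211), -1.09 for neural (0.147), -0.21 for general pluripotency (0.365), -0.09 for formative (0.615) and -0.26 for WNT targets (0.211). Single samples moved most of these. Without AFX passage 16 the medians were 0.09 for primitive streak, -0.34 for neural, -0.09 for general pluripotency and -0.10 for WNT targets. Without passage 10 of FS line 1 the streak median was -2.21, and WNT targets passed the threshold at -0.62. Without AFX passage 15 the naive median was -1.24. The formative median ranged from -0.19 to -0.05 over the alternatives.

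In AFX against AF the naive list was lower in 6 of 6 genes, with a median of -2.01 (adjusted p 0.00276). There were 3 genes past the threshold over all genes and 5 adjusted over the list alone. The other medians were -3.00 for primitive streak (-2.26 with 1 gene held at its bound, adjusted p 0.0982), 0.22 for formative (0.119), 2.05 for neural (0.152), 0.06 for general pluripotency (0.760, with fry pointing down) and -0.56 for WNT targets (0.605). Primitive streak passed, at -2.99, with the FS lines as separate groups in the fit, an alternative chosen after seeing the data (adjusted p 0.0391, range over its alternatives 0.000511 to 0.154). The WNT median was -1.10 without AFX passage 14, the formative median 0.13 without AF passage 15, and general pluripotency changed sign, to -0.16, without AF passage 15. In E6.0 against E5.0 the naive list passed at -1.31 (adjusted p 0.0264, 6 of 9 genes lower, 3 past the threshold and 5 adjusted over the list alone). WNT targets passed at -0.18 (0.0328, 5 of 7 genes lower, 1 past the threshold and 1 adjusted over the list alone). Without E5.0 embryo 2 these medians were -0.72 and 0.05, naive lost its call in 5 of the 6 fits that left out one embryo, and the WNT list was not past the threshold in any of them. The medians of the other lists were 0.41 for general pluripotency (0.0982), 0.25 for formative (0.146), 0.64 for primitive streak (0.913) and -0.47 for neural (0.0982, with fry pointing up and, of its 3 genes, 1 higher and past the threshold), and without E5.0 embryo 2 they were 0.14 for formative and 0.53 for neural, the latter past the threshold. The streak median was 0.15 without E6.0 embryo 2. The set test camera with its preset correlation called 5 results, of which 3 held under fry: naive and primitive streak in FS against AF, and naive in AFX against AF. Its other calls, formative and primitive streak in AFX against AF, did not pass under fry in the same fit. Both fry calls in E6.0 against E5.0 were missed by camera. Whether a list's change differed between comparisons was not tested.

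Among single marker genes, Pou5f1 (ENSMUSG00000024406) did not differ between FS and AF, at 399.9 ± 47.0 and 391 ± 73.8 CPM (log2 fold change 0.03 ± 0.14, adjusted p 0.903), and its small difference changed sign to -0.11 without AF passage 15 and to -0.03 without passage 13 of FS line 2. Otx2 (ENSMUSG00000021848) did not differ from AF (0.22, adjusted p 0.498) or from AFX (0.19, 0.636). Dnmt3b (ENSMUSG00000027478) was higher in FS by 0.97 ± 0.20 (adjusted p 0.00345), at 1547 ± 317 against 792 ± 207 CPM. Nanog (ENSMUSG00000012396) was lower by a log2 change of -1.34 ± 0.32 (0.0109), at 20.5 ± 6.24 against 51.9 ± 3.14 CPM, and Tdgf1 (ENSMUSG00000032494) by -5.82 ± 0.77 (0.000548), at 1.54 ± 1.20 against 87.2 ± 30.2 CPM. Klf5 (ENSMUSG00000005148) was at -2.75 ± 0.32 (5.37e-05) and Zfp42 (ENSMUSG00000051176) at least 11.5-fold lower (0.000167), from a mean of 3.13 CPM in AF. In FS against AFX, Tdgf1 was at -2.58 (0.0788), and passed the threshold at -2.55 with DESeq2 and at -3.09 without AFX passage 15. In AFX against AF, Klf5 was at -2.47 ± 0.40 (0.00229). Tdgf1 was at -3.24 ± 0.87 (0.0445) there, and lost its call in 5 of the 6 fits that left out one sample. Its AFX mean of 8.99 CPM was 3.16 without passage 16.

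Of the primitive streak and NODAL-related genes, Cer1 (ENSMUSG00000038192) was at 2.02 ± 2.77 CPM in FS and 228 ± 27.6 in AF, a log2 fold change of -6.87 ± 1.07 (adjusted p 0.00189). Lhx1 (ENSMUSG00000018698) was at -6.31 ± 1.05 (0.00244), Lefty1 (ENSMUSG00000038793) at -6.57 ± 1.41 (0.0103) and Foxa2 (ENSMUSG00000037025) at -4.23 ± 0.94 (0.0111). Foxa2 was at -3.66 and not past the threshold without AF passage 16. T (ENSMUSG00000062327) was at -3.29 ± 1.31 (0.114), with an FS mean of 6.05 CPM that was 1.11 without passage 10 of line 1. Without that sample T was past the threshold against AF, at -5.75, and against AFX, at -3.64 in place of -1.17 (0.675). Cer1 in FS against AFX was at -3.74 (0.0624), and past the threshold at -4.67 without the same sample. In AFX against AF some of these genes were lower without passing the threshold: T at -2.11 (0.508), Foxa2 at -1.75 (0.391), Cer1 at -3.14 (0.138) and Lefty1 at -3.30 (0.246). Of the 13 primitive streak genes tested there, 3 were past the threshold over all genes and 6 adjusted over the list alone. None of the 3 was higher in AFX. Passage 16 carried most of the AFX signal of Cer1 and Lefty1, with means of 25.6 and 14.5 CPM in AFX that were 6.34 and 0.312 without it, whereas T was lowest there at 8.67 CPM. Without AFX passage 16, Cer1 was at -5.15 and Lefty1 at -9.25, both past the threshold.

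**Figure D2:**
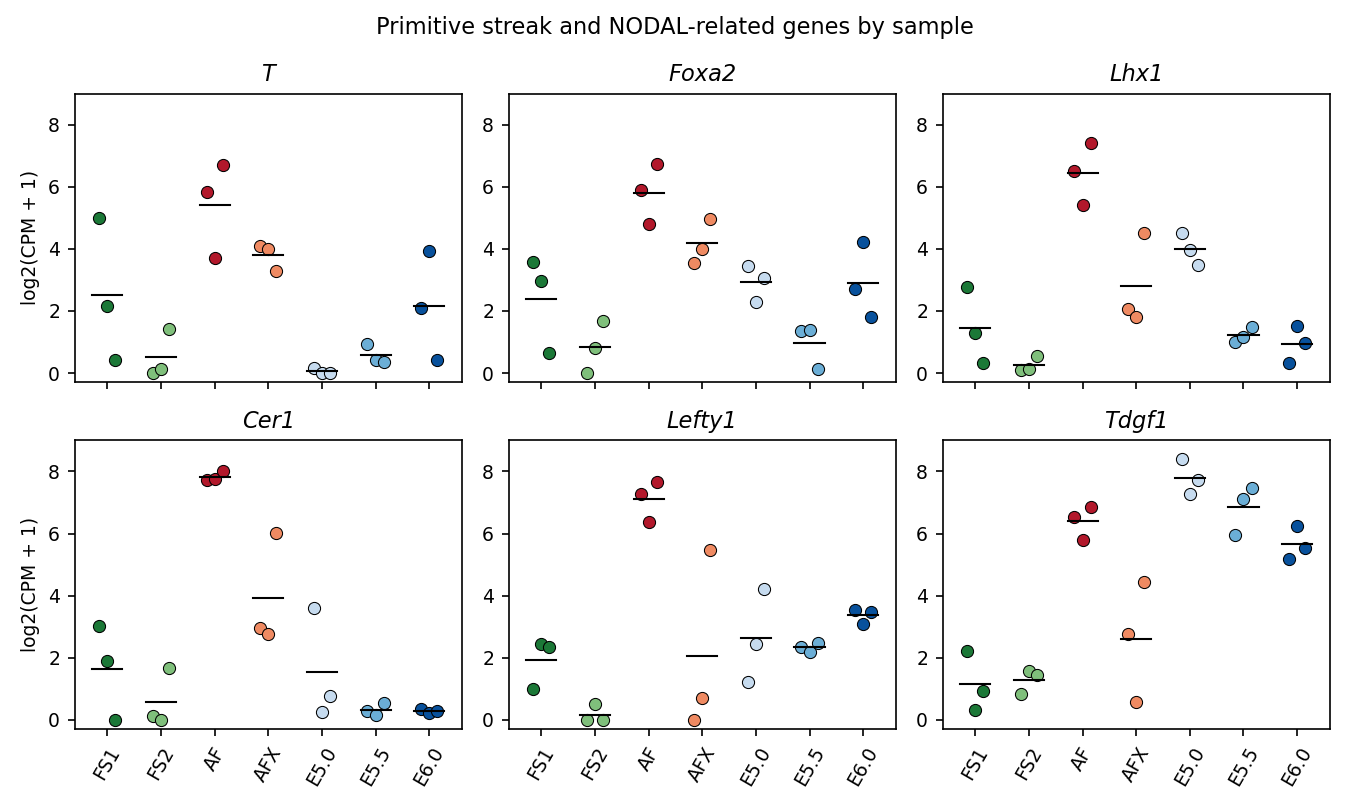
Log2 of CPM plus 1 of primitive streak and NODAL-related genes, with 1 point per sample and a bar at the mean of each FS line, cultured group or epiblast stage. Passage 10 of FS line 1 has the highest T value of the FS samples, 30.8 CPM.

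A further 5 lists were tested in the same 4 comparisons, with adjustment over these 20 results. Among these 5 lists, feeder fibroblast genes had the largest shift in FS against AF, with a median log2 fold change of -3.18 (adjusted p 1.12e-06, 8 of 9 genes past the threshold and 9 adjusted over the list alone). Extraembryonic ectoderm genes were at -2.87 (0.000174, 5 and 7 of 7 genes), NODAL targets at -2.49 (0.00462, 6 and 7 of 7), retinoic acid targets at -2.10 (0.0104, 5 and 5 of 6) and visceral endoderm genes at -0.92 (0.000148, 3 and 3 of 6). Of the genes past the threshold when adjusted over the list alone, 1 of the 9 feeder and 1 of the 7 extraembryonic ectoderm genes were higher in FS. Of the 5 retinoic acid targets past the threshold over all genes, 1 was higher in FS. In FS against AFX the feeder list was at -0.96 (0.000975, 4 and 4 of 9), extraembryonic ectoderm at -1.32 (0.0104, with 3 of 7 adjusted over the list alone) and visceral endoderm at -0.36 (0.0104, 1 and 1 of 6). Retinoic acid targets at -0.68 (0.0892) and NODAL targets at -0.47 (0.932) did not pass there. Passage 16 raised the AFX side of the NODAL list. Its mean log2 CPM over the list was 4.78, against 1.27 and 1.71 at AFX passages 14 and 15 and 1.04 to 3.37 in FS. The 5 lists of this paragraph were not refitted without single samples. In AFX against AF the feeder list was at -2.61 (0.000472, 7 and 9 of 9), NODAL targets at -1.94 (0.0104, 1 and 4 of 7), extraembryonic ectoderm at -0.69 (0.0109, 3 and 3 of 7), visceral endoderm at -0.56 (0.00382, 2 and 2 of 6) and retinoic acid targets at -1.39 without passing (0.490). Of the 7 feeder genes past the threshold over all genes, 1 was higher in AFX, and of the 9 adjusted over the list alone 2 were. In E6.0 against E5.0 all 11 tested visceral endoderm genes were lower at E6.0, with a median of -4.11 (3.78e-05, 9 and 11 of 11), and the feeder list was at -0.69 (0.00382, 3 and 3 of 7). Extraembryonic ectoderm at -1.33 (0.0892), NODAL targets at -0.21 (0.468) and retinoic acid targets at -0.11 (0.967) did not pass.

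Between the FS lines, 618 of 16052 genes had an adjusted p under 0.05, 425 higher and 193 lower in line 2, and 371 changed at least 2-fold. Without passage 11 of line 1 the count was 316, and without passages 12, 13 or 16 of line 2 it was 365, 335 or 356. Htr7 (ENSMUSG00000024798) was at 99.1 ± 12.7 CPM (n = 3) in line 2 and at least 329-fold higher than in line 1. The Y-linked genes Ddx3y (ENSMUSG00000069045), Uty (ENSMUSG00000068457), Eif2s3y (ENSMUSG00000069049) and Kdm5d (ENSMUSG00000056673) were at least 284, 161, 139 and 98.2-fold higher in line 2. Xist (ENSMUSG00000086503) was at 0.564 ± 0.351 CPM in line 2 and 512 ± 229 in line 1, a log2 fold change of -9.88 ± 0.47 (adjusted p 7.68e-08), and within line 1 was at 727, 539.7 and 271 CPM at passages 10, 11 and 18. Platr15 (ENSMUSG00000086563) was at -5.99 ± 0.45 and Cited1 (ENSMUSG00000051159) at -5.82 ± 0.50. Of imprinted genes, Kcnq1ot1 (ENSMUSG00000101609) was at 306 ± 49.4 CPM in line 2 and 1.44 ± 0.325 in line 1, a log2 fold change of 7.69 ± 0.25 (adjusted p 3.28e-11), and H19 (ENSMUSG00000000031) was at least 79.0-fold higher in line 2. The marker lists, compared between the lines only after the data were seen, gave no result past the threshold, with adjusted p from 0.163 to 0.680 over 6 lists. The medians were -0.03 for general pluripotency (with fry pointing up), -0.63 for naive, 0.04 for formative, -2.74 for primitive streak (-1.73 with 3 genes held at their bounds), -1.68 for neural and -0.68 for WNT targets. In mean log2 CPM over a list, passage 10 of line 1 was the highest FS sample for primitive streak and WNT targets, at 2.47 and 3.32. Passages 11 and 18 were at 1.21 and 0.0586 for streak and 2.16 and 1.34 for WNT targets. For neural genes passage 10 was lower than these, at 1.25 against 3.08 and 3.01. The lists were not refitted between the lines without single samples. In AFX against AF, Kcnq1ot1 was at 1.82 ± 0.423 against 156 ± 33.8 CPM, a log2 change of -6.37 ± 2.38 with an adjusted p of 0.151. Kdm5d was at least 66.3-fold lower in AFX with an adjusted p of 0.134. This edgeR fit pools the FS lines, so their difference in both genes enters the dispersion. With the lines as separate groups, an alternative chosen after seeing the data, the adjusted p was 4.06e-10 for Kcnq1ot1 and 1.49e-06 for Kdm5d, and both also passed with DESeq2. Over all alternatives it ranged from 4.06e-10 to 0.327 and from 1.49e-06 to 0.294.

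Each cultured sample's profile was correlated with the mean profile of each epiblast stage across 16614 genes, which are not independent replicates. Pearson's r rose with stage in every cultured sample, and 12 of 12 were nearest to E6.0. Mean r with E5.0, E5.5 and E6.0 was 0.845 ± 0.00638, 0.890 ± 0.00585 and 0.916 ± 0.00596 (SD, n = 6) in FS. It was 0.848 ± 0.0200, 0.877 ± 0.0169 and 0.902 ± 0.0169 in AF (n = 3), and 0.841 ± 0.00372, 0.880 ± 0.00234 and 0.907 ± 0.00380 in AFX (n = 3). Position along a line from the E5.0 mean (0) to the E6.0 mean (1), over 500 genes, was 1.09 ± 0.0393 in FS, 1.03 ± 0.0124 in AFX and 0.911 ± 0.0383 in AF, against 0.472 ± 0.0194 at E5.5.

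Differences between the cultured groups in these measures made a family of 12 two-sided exact permutation tests, and none had a Benjamini-Hochberg adjusted p under 0.05. The smallest exact p that 6 against 3 samples allow is 0.0238, and 3 against 3 cannot go below 0.1. FS exceeded AF in axis position by 0.176 and AFX by 0.0559, with no overlap between samples (exact p 0.0238 and adjusted 0.143 for each). The FS lines did not overlap in this position either. Line 1 was at 1.12 ± 0.0374 and line 2 at 1.06 ± 0.00798 (SD, n = 3 each), so the excess over AFX differed by line. AFX exceeded AF by 0.120 (exact p 0.1, adjusted 0.24). For r with E6.0 the differences were 0.0140 for FS against AF (exact p 0.190, adjusted 0.327), 0.00844 for FS against AFX (0.0952, 0.24) and 0.00551 for AFX against AF (0.9, 0.982). For r with E5.5 they were 0.0127 (exact p 0.190, adjusted 0.327), 0.00961 (0.0476, 0.190) and 0.00305 (1, 1). For r with E5.0 they were -0.00329 (exact p 0.738, adjusted 0.886), 0.00344 (0.357, 0.536) and -0.00673 (0.6, 0.8). The alternative that moved a difference most was the axis over 100 genes, which gave 0.0371 for AFX against AF in place of 0.120. Correlation over 500 stage genes gave -0.0564 for FS against AF in r with E5.0 (exact p 0.0238). With those genes FS was also below AFX, by a difference of -0.0332 with E5.0, -0.0103 with E5.5 and -0.00303 with E6.0. Among the fits that each left out one sample, the sign changed in r with E5.0 for FS against AF (0.00137 without AF passage 14, 0.00353 without AF passage 16). It also changed for AFX against AF, with 8.38e-05 for E5.0 without AF passage 16 and -0.00671 for E5.5 and -0.00422 for E6.0 without AF passage 15.

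**Figure D3:**
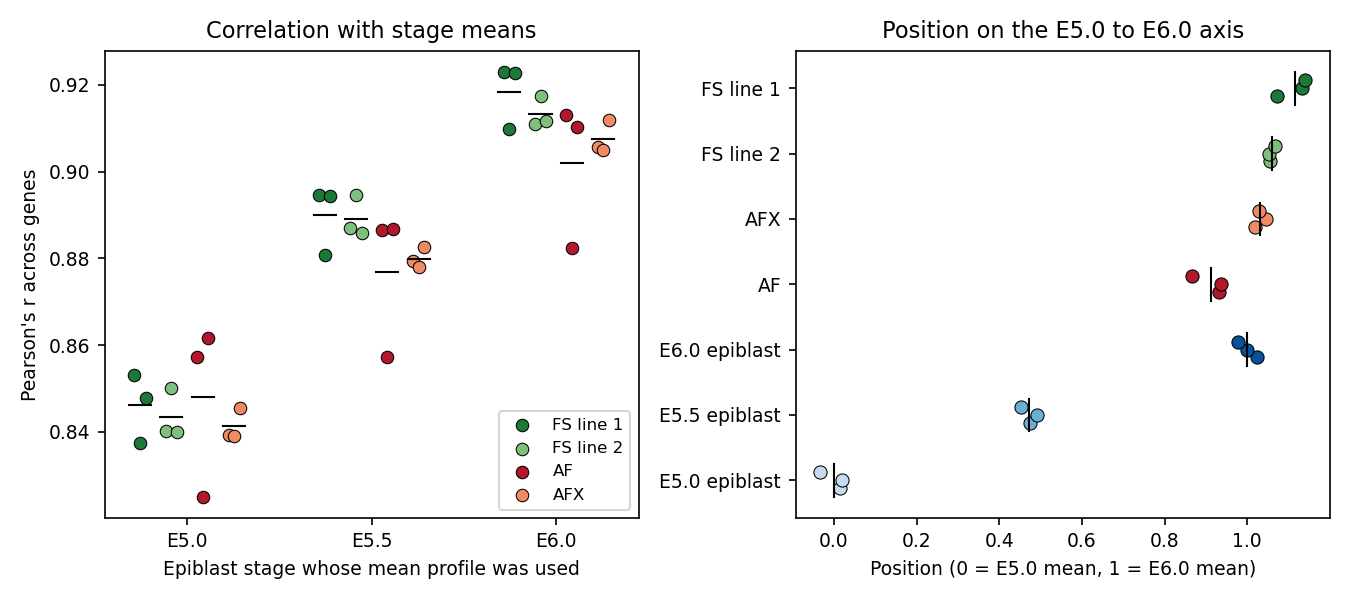
Pearson's r of each cultured sample with the mean profile of each epiblast stage and position on the E5.0 to E6.0 axis, with 1 point per sample and bars at group means. All 12 cultured samples have their highest r with E6.0.

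Comparisons between epiblast stages ask which genes change as the epiblast grows older. Of 14228 genes tested, 971 differed between E5.5 and E5.0 (437 higher, 534 lower, 566 at least 2-fold). Without E5.5 embryo 1, 2 or 3 the count was 445, 371 or 571. Between E6.0 and E5.5, 631 differed (269 higher, 362 lower, 347 at least 2-fold), and every fit that left out one embryo gave fewer, from 238 without E6.0 embryo 2 to 372 without E5.5 embryo 1. Between E6.0 and E5.0, 3100 differed (1445 higher, 1655 lower, 1794 at least 2-fold), with 1905 without E6.0 embryo 2 and 2010 without E6.0 embryo 3.

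From E5.0 to E5.5, Lef1 (ENSMUSG00000027985) fell from 319 ± 22.1 to 121 ± 8.55 CPM (n = 3 each), a log2 fold change of -1.44 ± 0.10 (adjusted p 2.29e-05). Piezo2 (ENSMUSG00000041482) rose by 3.45 ± 0.48 (0.00141) and Wdr86 (ENSMUSG00000055235) by 2.73 ± 0.40 (0.00200), and Cyp2b23 (ENSMUSG00000040650), a member of a multigene family and so uncertain, was at -5.49 ± 0.83 (0.00460). The calls of other large changes were lost in fits with fewer embryos, while the direction of the fitted changes held in each of their alternatives. Sycp1 (ENSMUSG00000027855) rose by 4.49 ± 1.05 (0.0330), lost its call in 5 of 6 fits that left out one embryo, and had an E5.5 mean of 12.2 CPM that was 7.05 without embryo 3. Ngfr (ENSMUSG00000000120) at -5.03 ± 1.05 (0.0210) was not past the threshold without any one of the E5.5 embryos, and its E5.0 mean of 15.9 CPM was 8.89 without embryo 4. Cubn (ENSMUSG00000026726) at -4.76 ± 0.84 (0.0271) was at -4.66 and not past the threshold without E5.5 embryo 2, and its E5.5 mean of 14.1 CPM was 7.94 without embryo 1. Apob (ENSMUSG00000020609) at -3.09 ± 0.67 (0.0385) lost its call in 4 of 6 such fits, and its E5.0 mean of 106 CPM was 65.9 without embryo 1.

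From E5.5 to E6.0, Trh (ENSMUSG00000005892) rose by 3.66 ± 0.58 on the log2 scale (adjusted p 0.00742) and Fst (ENSMUSG00000021765) by 3.33 ± 0.51 (0.00314). Pcdh7 (ENSMUSG00000029108) rose by 2.97 ± 0.73 (0.0354) but lost its call in 5 of 6 fits that left out one embryo, and its E6.0 mean of 10.4 CPM was 5.39 without embryo 2. Zfp985 (ENSMUSG00000065999) at -5.16 ± 0.37 (8.03e-06), Mageb16 (ENSMUSG00000046942) at -4.89 ± 0.41 (1.06e-05) and Aire (ENSMUSG00000000731) at -4.47 ± 0.39 (1.67e-05) had the largest decreases. Zfp985 and Mageb16 belong to multigene families and are uncertain. Nanog at 1.92 (0.142) and Tdgf1 at -1.28 (0.215) did not pass. From E5.0 to E6.0, Zfp521 (ENSMUSG00000024420) rose by 5.20 ± 0.43 (3.53e-06), Chac1 (ENSMUSG00000027313) by 6.95 ± 1.44 (0.0126) and Dlg2 (ENSMUSG00000052572) by 5.95 ± 1.36 (0.0128). Chac1 was not past the threshold at 6.89 without E5.0 embryo 2 or at 6.30 without E5.0 embryo 4. Srgn (ENSMUSG00000020077) was at least 47.0-fold lower, Phf11d (ENSMUSG00000068245), of a multigene family and uncertain, at least 57.7-fold lower, and Cubn at 1.32 ± 0.243 against 364 ± 226 CPM (-8.15 ± 1.07, 0.00300).

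Among marker genes between E6.0 and E5.0, Dnmt3b rose by 0.88 ± 0.08 on the log2 scale (adjusted p 7.27e-06), from 2714 ± 64.2 to 5247 ± 658 CPM, and Lef1 was at -1.49 ± 0.10 (6.68e-07) and Zfp42 at -2.73 ± 0.38 (0.000188). Nanog was at 37.0 ± 8.10 against 4.78 ± 4.93 CPM, a change of 2.87 ± 0.68 (0.0170) that was 2.63 and not past the threshold without E5.0 embryo 2. Its E5.0 values ran from 1.30 to 10.4 CPM, and its change ranged from 2.40 to 4.24 over the alternatives. Tdgf1 at -2.24 ± 0.49 (0.0188) was not past the threshold at -2.02 without E6.0 embryo 1 or at -2.13 without E6.0 embryo 3. Apob was at -5.83 ± 0.81 (0.00226).

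FS cells were compared with each stage to ask how far the cultured cells lie from the epiblast. Culture and collection from an embryo differ together here. Of 16614 genes tested, 8612 differed from E5.0 (4495 higher and 4117 lower in FS, 5096 at least 2-fold), 7276 from E5.5 (3828 higher, 3448 lower, 3877 at least 2-fold) and 6469 from E6.0 (3337 higher, 3132 lower, 3117 at least 2-fold). Scaling by library size only moved the median gene by 0.26, 0.25 and 0.27 on the log2 scale in these comparisons, so changes are given relative to the edgeR scaling, against which DESeq2's size factors moved it by at most 0.019. Ccl19, of a multigene family and uncertain, was without a count in the epiblasts. It was at least 28.03, 37.5 and 36.6-fold higher in FS than at E5.0, E5.5 and E6.0. Gm2564 was at least 26.6-fold higher than at E5.0 and 34.8-fold higher than at E6.0. Cux2 (ENSMUSG00000042589) was at least 25.4-fold higher than at E5.0, Lix1l (ENSMUSG00000049288) 37.9-fold and Mctp1 (ENSMUSG00000021596) 34.9-fold higher than at E5.5, and Ano3 (ENSMUSG00000074968) 44.9-fold higher than at E6.0. Lower in FS were Cubn, at least 1342-fold, Apob, at least 391-fold, and 2410141K09Rik (ENSMUSG00000074832), at least 406-fold, against E5.0. Against E5.5 2410141K09Rik was at least 177-fold and Pramef12 (ENSMUSG00000028591) at least 78.1-fold lower, both of multigene families and uncertain. Nr1h5 (ENSMUSG00000048938), without a count in FS, was at 166, 0.114 and 124 CPM in E5.5 embryos 1, 2 and 3 and at 0.263, 94.6 and 101.3 CPM in E6.0 embryos 1, 2 and 3, at least 356-fold and 241-fold lower in FS than the means. The E5.5 mean of 96.5 CPM was 61.9 without embryo 1. The E6.0 call (adjusted p 0.0215) was lost without E6.0 embryo 2 or 3, at fitted values of -11.99 and -11.91.

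Against E6.0, the stage nearest to FS in correlation, Pmaip1 (ENSMUSG00000024521) was at 0.164 ± 0.162 CPM in FS and 149 ± 9.92 at E6.0, a log2 fold change of -9.77 ± 0.35 (adjusted p 2.41e-14), and Fmr1nb (ENSMUSG00000062170) was at least 37.1-fold lower. Pou5f1 was at -0.73 ± 0.12 (4.24e-05), Dnmt3b at -1.75 ± 0.15 (4.83e-08), Tdgf1 at -5.05 ± 0.68 (3.61e-05) and Nes (ENSMUSG00000004891) higher by 1.16 ± 0.14 (1.3e-06). Otx2 was at -0.52 ± 0.20 (0.0462), and was not past the threshold with DESeq2's size factors, at -0.50, or in 6 of the fits that each left out one sample, among them -0.42 without passage 10 of FS line 1 and -0.45 without E6.0 embryo 3.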

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

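The tests of mixed samples, of sex chromosomes, of passage number and of highly counted loci in this part were chosen only after the results were seen, and the splits of samples were chosen before. In all 31 results were examined for a single FS sample lying far from the other FS samples, 3 were found, and chance at a rate of 1 in 20 gives 1.55.

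Passage 10 of FS line 1 stood apart in T, at 30.8 CPM with the next FS sample at 3.47 CPM, and in Lhx1, at 5.81 CPM with the next at 1.44 CPM. The gap was 0.887 of the range of the 6 FS samples for T and 0.763 for Lhx1. Both come from the same sample, so they are not independent of each other. One technical explanation is AF cells or RNA mixed into the sample. To account for T it would need a share of 52.2%, and 23 genes found in AF and nearly absent from other FS line 1 samples had a median share of 0.378%, with 100% of them at less than 0.25 of the share needed. That argues against AF material as the source. It does not speak to cells of the same line that had started to differentiate, for which no test was run, or to a difference of passage 10 in handling, for which the labels give nothing.

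Passage 13 of FS line 2 stood apart in Ccl19, at 16.6 CPM with the other FS samples from 10.5 to 11.9 CPM, a gap of 0.776 of the range. No explanation of it was tested. Without it the other FS samples would still lie far above the other 15 samples, where Ccl19 was at most 0.270 CPM.

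The FS lines differed from each other in 618 genes although they share a medium and a label. Of 10 splits of the 6 FS samples into 3 and 3, the real one included, 1 gave as many genes, and the other splits gave 0. At an unadjusted p under 0.05 the real split had 2792 genes and the others 267 to 616. A share under 0.1 is not possible with 10 splits, so this leaves the grouping open. Opposite sex chromosomes are one explanation, since Y-linked genes were read in line 2 and Xist in line 1. Only 6.16% of the changed genes were X- or Y-linked (38, against 579 autosomal), where 3.43% of tested genes were, which argues against sex linkage of the genes themselves as the whole cause. Indirect effects of X or Y genes on autosomal genes were not tested. Highly counted loci are another explanation, since 5 ribosomal RNA-like loci took 23.6% ± 0.811 (SD, n = 3) of the counts in line 1 and 20.7% ± 0.952 (SD, n = 3) in line 2. They act on all other genes of a sample by one factor, and so in one direction. Of the changed genes 425 were higher and 193 lower in line 2. The scaling already centres out a factor common to all genes, so this balance cannot decide. The smallest change among the changed genes was 0.33 in log2. These shares allow a shift of at most 0.08 between any 2 samples of the lines. That argues against such a factor as the whole cause. Passage number is a further explanation, although the passages of the lines interleave. The 3 lowest passages against the 3 highest gave 0 genes. Each side of that split holds both lines, so their difference enters the spread, and every split but the real one gave 0. The count therefore cannot decide. At an unadjusted p under 0.05 it had 616 genes, the most of the splits other than the real one. A steady change with passage would put line 2, at passages 12, 13 and 16, between passages 11 and 18 of line 1. It would add to the spread within line 1 rather than part the lines. That argues against a steady change with passage as the whole cause. A change with passage that is not steady, or that differs by line, stays open. What else may differ between the lines, such as their derivation, is not in the labels and stays open.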

How the results depend on the processing

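All alternatives were chosen before the data were examined except 2, which were chosen after seeing the data. The fits without 5 ribosomal RNA-like loci gave 637 changed genes for FS line 2 against line 1 and 3099 for E6.0 against E5.0. The scaling trims such loci, so these fits had little room to move a count and say nothing about stability. A fit of AFX against AF with the FS lines as separate groups gave 1859 genes in place of 1401 and put primitive streak past the threshold at -2.99. It also put Kcnq1ot1 and Kdm5d, which differ between the FS lines, past it. Pooling the lines puts their difference into the dispersion. A fit that leaves out a sample has fewer samples and so less power. For the other changes below the cause was not tested.

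Counts of changed genes stayed within 1.5 times in 69 of 80 settings that kept all samples, 10 of them these fits, and in 56 of 75 that left out one. With no filter the count was 1298 for FS line 2 against line 1, 1659 for E5.5 against E5.0 and 1107 for E6.0 against E5.5. With the DESeq2 Wald test these were 1099, 1590 and 1075. With only the 2 groups compared they were 1045, 453 and 1445. The share of changed genes that were higher was 68.8% for FS line 2 against line 1 and 55.4% with no filter, and 45.0% for E5.5 against E5.0 and 33.1% with only the 2 groups. For E6.0 against E5.5 this share was 42.6%, and 51.5% with only the 2 groups, so the balance reversed there. Leaving out one sample gave 820 to 1485 genes for FS against AFX, 732 to 1129 for AFX against AF, 316 to 478 for FS line 2 against line 1, 371 to 1260 for E5.5 against E5.0, 238 to 372 for E6.0 against E5.5 and 1905 to 3362 for E6.0 against E5.0. The counts for FS against AF and for FS against each epiblast stage stayed within 1.5 times in every setting run.

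A replicate block of passage number gave 907 genes for AFX against AF, and of embryo number 421 for E5.5 against E5.0, 707 for E6.0 against E5.5 and 2251 for E6.0 against E5.0. The block put primitive streak past the threshold in AFX against AF at -2.75 and took naive in E6.0 against E5.0 below it at -1.53. The shared numbers showed no pairing: samples with the same number correlated across genes, after removal of the group mean, at -0.134, -0.100 and 0.202 for AF with AFX and at 0.127, -0.0693 and 0.0921 for E5.5 with E6.0, so the paired fits are given as values only.

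Marker lists kept direction and side of the threshold in 81 of 90 settings with all samples and 157 of 180 that left out one. The set test camera called formative (0.22) and primitive streak (-3.00) in AFX against AF, and did not call naive (-1.31) or WNT targets (-0.18) in E6.0 against E5.0. With no filter these last were at -0.88 and -0.21 and not past the threshold. Leaving out one sample moved general pluripotency from -0.13 to 0.051 in FS against AF and from -0.16 to 0.14 in AFX against AF, and WNT targets from -0.73 to -0.24 in FS against AF and from -0.62 to -0.10 in FS against AFX. Primitive streak in FS against AFX ranged from -2.21 to 0.087. In E6.0 against E5.0 naive ranged from -1.54 to -0.72, neural from -0.575 to 0.53 and WNT targets from -0.295 to 0.054. Naive and primitive streak in FS against AF, and naive in AFX against AF, kept their calls in every setting run.

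Of 104 results for named genes, 82 kept direction and side of the threshold in all settings and 22 did not: across settings with all samples 5 became stronger and 1 weaker, and across the fits that left out one sample 38 became weaker, 6 stronger and 2 reversed. The reversals were both of Pou5f1 in FS against AF, whose change of 0.03 ranged from -0.11 to 0.16.

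Similarity to the epiblast stages depended on the genes used. With 500 stage genes FS was below AF in r with E5.0 by -0.0564 and above it with E6.0 by 0.0254, and FS against AFX reversed, to -0.0332, -0.0103 and -0.00303 for E5.0, E5.5 and E6.0. AFX against AF moved to -0.0232, 0.0192 and 0.0284. With Spearman correlation FS against AF with E5.5 was 0.0140 and FS against AFX with E6.0 was 0.00839, both with an exact p under 0.05. With a prior count of 0.5, FS against AFX was 0.0117 with E5.5, no longer under it, and 0.00977 with E6.0, now under it. The axis difference with 100 genes was 0.116 for FS against AF and 0.0793 for FS against AFX, neither under it, and 0.0371 for AFX against AF, which was 0.0900 with 2000 genes. Leaving out one sample gave -0.0148 to 0.00353 for FS against AF with E5.0, 0.00859 to 0.0114 for FS against AFX with E5.5, and for AFX against AF -0.0182 to 8.38e-05, -0.00671 to 0.00804 and -0.00422 to 0.0111 with E5.0, E5.5 and E6.0. Each difference of this paragraph is one of 12 tests, none of which passed after adjustment.

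Depth limits genes near 3 counts, which are 0.171 to 0.561 CPM in these samples. Below that a difference was not detectable, and fold changes against such groups are lower bounds.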

Other observations

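The splits of samples in this part were chosen before the data were examined, and all other tests here only after the results were seen.

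For FS against AF, AFX, E5.0, E5.5 and E6.0, 1 of the 84 splits of the 9 samples into 6 and 3, the real one, gave as many changed genes, and for the naive and primitive streak lists in FS against AF 1 of 84 gave as small a p. The largest of the other splits gave 561, 442, 633, 652 and 741 genes in that order, each time with FS line 1 put together with the other group. For AFX against AF, E5.5 against E5.0, E6.0 against E5.5 and E6.0 against E5.0, 1 of 10 splits gave as many genes, and the largest other split gave 0, 26, 0 and 1 genes. At an unadjusted p under 0.05 the real splits had 3497, 3229, 2639 and 4903 genes, and the other splits 318 to 1926, 590 to 1419, 140 to 507 and 234 to 583. For naive in AFX against AF, and naive and WNT targets in E6.0 against E5.0, 1 of 10 splits gave as small a p. With 10 splits the share cannot be under 0.1, so these comparisons are left open by this test.

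All 12 cultured samples correlated best with E6.0. Embryos at E5.0 varied more among themselves (mean r 0.924) than at E6.0 (0.973), so noisier E5.0 profiles were one candidate explanation. After each stage mean was corrected for its noise, the E6.0 correlation still exceeded the E5.0 one by 0.0466 in AF, 0.0589 in AFX and 0.0639 in FS, which argues against noise as the whole cause. Visceral endoderm RNA at E5.0, below, was not removed, and it remains open how far it lowers the E5.0 correlation.

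Visceral endoderm genes were high in E5.0 samples. Of 15 genes in the list, 11 were tested, all 11 were lower at E6.0 and 9 were past the threshold. At E5.0 the most abundant were Cubn (364 CPM), Apoe (305 CPM) and Apob (106 CPM), while Ttr was at 6.76, Afp at 1.05, Trf at 0.475, Rbp4 at 0.479 and Fgb at 0.0788 CPM. Visceral endoderm RNA in the dissected E5.0 epiblasts is a candidate explanation, and 7 of the 15 genes were also at 1 CPM or more in E6.0 epiblast, so the list is not exclusive to visceral endoderm. The ratio of Cubn to Apob was 1.85, 6.38 and 3.88 in the E5.0 embryos. A change of these genes within the epiblast and RNA from another tissue cannot be told apart, since stage and dissection go together and no sample of visceral endoderm shows what levels its share would bring. In the same way 8 of 9 tested feeder fibroblast genes were lower in FS than in AF, at 93.5 CPM of Col1a1, 79.1 of Col3a1, 58.0 of Col1a2 and 548 of Vim in AF. RNA of feeder fibroblasts is a candidate explanation, but Lum, Dcn and Postn were at 0.910, 3.57 and 5.41 CPM in AF, Thy1 was at 2.17 CPM in AF and 5.499 in FS, and 6 of the 10 genes were at 1 CPM or more in FS. The labels do not say whether feeders were used, and fibroblast RNA and expression by AF cells cannot be told apart here.

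The strongest changes between FS and the E14 groups held an excess of pseudogenes. Of genes changed 4-fold or more, pseudogenes were 8.06% (70 of 868) in FS against AF and 13.4% (49 of 366) in FS against AFX, but 1.83% (7 of 383) in AFX against AF, which share a line name. Fisher's exact p (two-sided) was 0.000122, 4.8e-10 and 0.00139 against other tested genes, with an excess in the first pair and a deficit in the last. Genes are not independent replicates. This is consistent with strain variants or reads shared with copies in part of the FS differences, as a hypothesis. The strains of the FS lines are not in the labels.

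Hprt was at most 0.917 CPM in the 6 AF and AFX samples, in both media, and at least 45.1 CPM in the other 15. A background difference of the E14 line from the FS lines may account for it, as the value needs no effect of medium. Line and medium differ together between FS and AF, so other differences between them may have either source.

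Imprinted genes differed between the FS lines and between AFX and AF, which share a line name. Kcnq1ot1 was at 1.08 to 1.70 CPM in FS line 1 and 1.496 to 2.30 CPM in AFX, against 134 to 195 CPM in AF. If its loss released neighbouring imprinted genes, these would be higher in FS line 1 and in AFX. The median log2 fold change of the 4 tested neighbours was -0.28 in FS line 2 against line 1 and -0.20 in AFX against AF. Their spread leaves the first open, and in the second Cdkn1c was lower in AFX (-1.26, adjusted p 0.00201). Too few neighbours were tested to decide. H19 was at 0.0811 to 0.200 CPM in FS line 1. Nnat had no count in AFX, where 3 counts are 0.203, 0.374 and 0.250 CPM, and was at 0.654 to 3.71 CPM in AF.

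Sex-linked genes gave values per sample. Xist was at 844, 55.5 and 639 CPM in E5.0 embryos 1, 2 and 4, with Ddx3y at 56.5 CPM in embryo 2. In E5.5 embryos 1, 2 and 3 Xist was at 17.8, 0.915 and 717 CPM, with Ddx3y at 63.3 and 55.8 CPM in embryos 1 and 2. In E6.0 embryos 1, 2 and 3 Xist was at 0.657, 982 and 868 CPM, with Ddx3y at 77.0 CPM in embryo 1. In the other embryos Ddx3y was at 0.650 CPM or less. In AFX, Kdm5d was at 0.249 CPM or less while Ddx3y was at 56.5 to 68.8 CPM. E5.0 embryo 2 had 7.48 CPM of Elf5, 6.92 of Hand1 and 12.2 of Wnt7b, all genes of the extraembryonic ectoderm list. Its mean log2 CPM over that list was 2.92, against 0.919 and 0.438 in E5.0 embryos 1 and 4. Over the naive list it was 2.69, against 1.73 in each of embryos 1 and 4. The E6.0 against E5.0 results for these lists therefore lean on embryo 2. No biological explanation of these values was tested.

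Passage 16 of AFX had the highest AFX values of Cer1, Lefty1 and Lhx1. AF cells or RNA mixed into the sample would need a share of 42.3% to account for the NODAL targets, and 6 genes found in AF and nearly absent from other AFX samples had a median share of 0.494%, with 100% of them at less than 0.25 of the share needed. That argues against AF material as the source. A change of these AFX cells between passages remains open and was not tested.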
